# Transcriptomic analysis of *Saccharomyces cerevisiae* x *Saccharomyces* *kudriavzevii* hybrids during low temperature winemaking

**DOI:** 10.12688/f1000research.11550.3

**Published:** 2017-09-12

**Authors:** Jordi Tronchoni, Estéfani García-Ríos, Jose Manuel Guillamón, Amparo Querol, Roberto Pérez-Torrado

**Keywords:** Saccharomyces cerevisiae, Saccharomyces kudriavzevii, hybrids, cold stress, winemaking

## Abstract

Background: Although *Saccharomyces cerevisiae* is the most frequently isolated species in wine fermentation, and the most studied species, other species and interspecific hybrids have greatly attracted the interest of researchers in this field in the last few years, given their potential to solve new winemaking industry challenges. *S. cerevisiae* x *S. kudriavzevii* hybrids exhibit good fermentative capabilities at low temperatures, and produce wines with smaller alcohol quantities and larger glycerol quantities, which can be very useful to solve challenges in the winemaking industry such as the necessity to enhance the aroma profile.

Methods: In this study, we performed a transcriptomic study of *S. cerevisiae* x *S. kudriavzevii* hybrids in low temperature winemaking conditions.

Results: The results revealed that the hybrids have acquired both fermentative abilities and cold adaptation abilities, attributed to *S. cerevisiae* and *S. kudriavzevii* parental species, respectively, showcasing their industrially relevant characteristics. For several key genes, we also studied the contribution to gene expression of each of the alleles of *S. cerevisiae* and *S. kudriavzevii* in the *S. cerevisiae* x *S. kudriavzevii *hybrids. From the results, it is not clear how important the differential expression of the specific parental alleles is to the phenotype of the hybrids.

Conclusions: This study shows that the fermentative abilities of *S. cerevisiae* x *S. kudriavzevii *hybrids at low temperatures do not seem to result from differential expression of specific parental alleles of the key genes involved in this phenotype.

## Introduction

Wine yeasts are specialised organisms adapted to restrictive environmental conditions created by human technology. The most frequently isolated species in wine fermentations is *Saccharomyces cerevisiae,* but other species of the *Saccharomyces* genus and their interspecific hybrids are also present in the final wine fermentations. These species have attracted significant interest in the last years due to their potential in solving the main challenges the winemaking industry faces, such as the enhancement of aroma. There is a trend in winemaking to decrease fermentation temperatures, which improves the wine aromatic profile. The wine industry has yeasts that are commercialized as cryotolerant *S. cerevisiae* yeasts, however most of them do not show desirable fermentation performance at low temperatures (10–15°C).

Several studies have addressed the yeast cold stress adaptation topic. A transcriptomic analysis using QA23, a commercial *S. cerevisiae* wine-making strain, during low temperature industrial fermentations showed how the expression profiles at 25°C contrasted significantly with those at 13°C ^1^. In particular, the expression of genes associated with cell growth, cell cycle and maintenance was lower in the exponential phase at 13°C than at 25°C, and those genes activated in the exponential phase of growth at 13°C were essentially involved in environmental stress response ^2^.

Physiological and enological studies have suggested the potential benefits of the use of *S. kudriavzevii* in low temperature wine fermentations, and its cryotolerant nature ^3^. In a study comparing transcriptomes of *S. kudriavzevii* and *S. cerevisiae,* both species showed up-regulation of genes related to translational machinery, although *S. kudriavzevii* presented an enhanced response compared to *S. cerevisiae* ^4^. Tronchoni *et al.* ^4^ postulated that this response could be the result of alterations in the stability of a functional RNA conformation related to a competing structure. This suggests adaptation to cold shock in *S. kudriavzevii* due to higher ribosome availability and enhanced translation efficiency.

In cold European regions *S. kudriavzevii x S. cerevisiae* yeast hybrids are frequently used to produce wines. The enological characterization of several of those *S. cerevisiae* x *S. kudriavzevii* hybrids have suggested that the *S. cerevisiae* genome contributes to ethanol tolerance and elevated fermentative capacity ^5, 6^, whereas the *S. kudriavzevii* genome provides adaptation to low temperatures ^7, 8^. *S. kudriavzevii* produce higher amounts of glycerol during wine fermentations ^3, 5^, a characteristic that has been linked to cell survival in fermentations at low temperatures ^9^ and has also been found to be involved in freeze-thawing stress resistance ^10^.

This work presents a transcriptomic study of *S. cerevisiae* x *S. kudriavzevii* hybrids, aimed at deciphering the molecular adaptation of these strains to low temperatures. To perform this study, we used two wine yeast strains of *S. cerevisiae* x *S. kudriavzevii* hybrids that are commercialized in the market as cryophilic strains, Lalvin W27 and VIN7. These strains were selected according to previously published data ^6, 11^ and showed differences in genomic parental allele composition. Although both of them are allotriploid hybrids, the chromosomes inherited from each parent are different. W27 has lost part of chromosome IV, IX and XV of the *S. kudriavzevii* genome ^6^, whilst VIN7 has lost chromosomes III and parts of chromosomes IV and VII ^11, 12^.

## Methods

### Yeast strains and media

The yeasts strains included in this study were the strain Lalvin T73 ( *S. cerevisiae*) and the strain IFO1802 ( *S. kudriavzevii*), used as the parental species, and two *S. cerevisiae* x *S. kudriavzevii* hybrids, VIN7 and Lalvin W27, isolated from wine in South Africa and Switzerland, respectively. The yeast was grown and maintained in GPY medium (2% glucose, 0.5% peptone, 0.5% yeast extract) and plates (with 2% agar). Wine fermentations were performed in grape juice from the Tempranillo variety at 28°C or 12°C in vessels with 0.45 L of Tempranillo grape must.

### Total RNA extraction and cDNA labelling

Each yeast strain had two independent fermentations and three samples were taken from each independent fermentation. Cells from each yeast strain fermentation were pelleted by centrifugation (4000 rpm/min, 5 min), at 12°C and 28°C. Cells were collected at the beginning of the exponential phase by taking samples two generations after inoculation. The RNA extraction protocol was based on subsequent treatments with phenol-tris, phenol-chloroform (5:1) and chloroform-isoamyl alcohol (24:1), and an ethanol precipitation with sodium acetate ^13^. RNA concentrations and purity were determined using a Nanodrop spectrophotometer ND-1000 (Nanodrop Technologies™, Wilmington, DE). RNA integrity was checked by electrophoresis in agarose gel (1%). 2–4 μg of total RNA from each sample was linearly amplified using the Low RNA Input Fluorescent Linear Amplification kit (Agilent Technologies™, Ca, USA). 2–3 µg of amplified cRNA was used as template for cDNA synthesis. cDNA was marked indirectly using the SuperScript™ Indirect cDNA Labeling System (Invitrogen™, San Diego, CA). Cy3 and Cy5 mono-reactive Dye (Amersham GE Healthcare™, Amersham UK) were used as the fluorophores and dye incorporation was monitored using a Nanodrop spectrophotometer.

### cDNA hybridization

A 200 to 300 pmol mixture of the labelled cDNA samples was concentrated (Concentrator Plus, Eppendorf™, Hamburg, Germany). Competitive hybridization was performed on a Yeast 6.4K Array with PCR-amplified ORFs of yeast S288c strain (Microarray Centre, UHN, Toronto, Ontario, Canada) in AHC hybridization chambers (ArrayIt Corporation, CA, USA) at 42°C overnight. Heterologous conditions as stated by Gamero *et al.* ^14^ were employed to assure the hybridization of the *S. kudriavzevii* genome. The pre-hybridization solution contained 3X SSC, 0.1% SDS and 0.1 mg/ml BSA; the hybridization solution contained 0.1% SDS, 0.1 mg/ml of salmon DNA and 5X SSC. Microarrays were manually washed with different solutions containing different SSC 20X and SDS 10% concentrations (Sol.1: 0.1% SDS-2X SSC; Sol.2: 0.1% SDS-0.1X SSC; Sol.3: 0.1 SSC; Sol4: 0.01X SSC). The signal intensities of Cy3 and Cy5 were acquired with an Axon GenePix 4100A scanner (Molecular Devices, CA, USA) using GenePix Pro v.6.1 software, at a resolution of 10 µm.

### Microarray data analysis

Microarray data were derived from three independent cDNA hybridization experiments. Background correction was performed with GenePix pro 6.0. Subsequent analyses were performed with the Acuity 4.0 software (Molecular Devices, CA, USA). Individual datasets were normalized to log _2_ ratio value of 1 and data were filtered to remove spots that were not flagged and manually processed for print tip effect corrections. Only spots data with a minimum of two replicates were considered. Replicates were combined and medians were calculated. The first cut-off was the selection of the genes presenting at least 2-fold log _2_ ratio values, according to the literature ^15– 17^. These genes underwent a “GO term” enrichment analysis using the GO Term Finder tool in the *Saccharomyces* Genome Database ( http://www.yeastgenome.org/). Regarding the statistics, False Discovery Rate (FDR) analysis and a significance level of 99% (p value < 0.01) were applied.

### Quantitative PCR

Expression of genes *NUG1, LSM8, PDC5, NSR1, GPD1* and *GUT2* was investigated by qPCR. Normalization of gene expression was carried out using *ACT1* and *RDN18-1* as controls since their expression remains constant along fermentation. Primers were designed using Primer-BLAST (NCBI) and *S. kudriavzevii* and *S. cerevisiae* gene sequences were deposited in databases ( www.ncbi.nlm.nih.gov; GSE90793). Forward and reverse oligonucleotides were synthetized to hybridize to the selected alleles of *S. kudriavzevii* or *S. cerevisiae* genes ( Table 1). PCR Mastercycler pro (Eppendorf, Germany) confirmed the allele primer specificity and their annealing temperature. cDNA synthesis and RNA extraction were carried out as previously explained. qPCR runs were done in triplicate in a LightCycler® 480 Real-Time PCR System (Roche, Switzerland) and analyzed using the software from the manufacturer (LightCycler® Software, version 4.0). The relative gene expression was quantified by comparison with *ACT1* and *RDN18-1* expression, after confirm comparable PCR efficiency.

**Table 1.** Primers used in qPCR for allele expression analysis.

PRIMER	Organism	Sequence
NSR1 Sc F1	*S. cerevisiae/S. kudriavzevii*	CAAGAAGGAAGTTAAGGCTTCCAA
NSR1 Sc R9	*S. cerevisiae*	GAAGATGAAGATTCAGATTCAGACTCA
NSR1 Sk R7	*S. kudriavzevii*	TCGGAGGAAGAAGAGGTGCTT
NUG1c_Forw	*S. cerevisiae*	CTTAGAGGAAAGAGAGCTTGCCA
NUG1c_Rev	*S. cerevisiae*	CCATTTTCATCGTCTTCTATCATGT
NUG1k_Forw	*S. kudriavzevii*	TTTGGAAGAAAGAGAGCTTGCC
NUG1k_Rev	*S. kudriavzevii*	CCTTGTCATCTTCATCCACAACA
PDC5c Forw	*S. cerevisiae*	CGCTCCTACAAGACCAAAAATATC
PDC5c Rev	*S. cerevisiae*	CATTGGAGTGTTAGCTGGAGTAGAC
PDC5k Forw	*S. kudriavzevii*	CGCTCTTACAAGACAAAGAACGTT
PDC5k Rev	*S. kudriavzevii*	TGAGGTGTTAGCTGGGGTAGCT
GPD1c Forw	*S. cerevisiae*	CAATTGAAAGGTCATGTTGATTCA
GPD1c Rev	*S. cerevisiae*	TCAGTGATGTAAGAGGATAGCAATTG
GPD1k Forw	*S. kudriavzevii*	GAAAGGCCACGTTAACCCTC
GPD1k Rev	*S. kudriavzevii*	GGATAGAGCACCACATTGGATG
GUT2c Forw	*S. cerevisiae*	GGGGACGCTGTACTGGATG
GUT2c Rev	*S. cerevisiae*	ATCAACACGTCGAATTGATGC
GUT2k Forw	*S. kudriavzevii*	GGATCCGTGTACTGGGCG
GUT2k Rev	*S. kudriavzevii*	CAGCACATCGAATTGGTGC
LSM8c Forw	*S. cerevisiae*	ATGTCAGCCACCTTGAAAGACTAC
LSM8c Rev	*S. cerevisiae*	CTTGCAGATGAATTCCTTGCTT
LSM8k Forw	*S. kudriavzevii*	ATGTCGCCAATACTAAAGGAGTACTT
LSM8k Rev	*S. kudriavzevii*	GAGCCTTGCAGATGAACTCTTTAT
18S-F	*S. cerevisiae/S. kudriavzevii*	TTGCGATAACGAACGAGACC
18S-R	*S. cerevisiae/S. kudriavzevii*	CATCGGCTTGAAACCGATAG
ACT1_F	*S. cerevisiae/S. kudriavzevii*	GAAATGCAAACCGCTGCTCA
ACT1_R	*S. cerevisiae/S. kudriavzevii*	TACCGGCAGATTCCAAACCC

### Paromomycin assays

Yeast cells grown overnight in GPY were diluted to 2 × 10 ^6^ cells/ml the next morning. They were then grown until the mid-log phase (approximately 1 × 10 ^7^ cells/ml), and 175 μl were inoculated on each GPY plate. A filter (1 cm diameter) with paromomycin (2 μg) was placed on the surface and plates were incubated at 12°C or 28°C until the lawn was formed. The assays were repeated twice.

## Results

### *S. cerevisiae* x *S. kudriavzevii* hybrid strain fermentation performance under low temperature conditions

We carried out micro-fermentations in vessels with 0.45 L of Tempranillo grape must, mimicking previous work conditions ^4^. The time needed for both hybrid strains to finish the fermentation at 28°C was similar, 5 and 6 days for Lalvin W27 and VIN7, respectively ( Table 2). In contrast, at low temperature (12°C) the fermentation performance was quite different. W27 behaved more similar to the *S. kudriavzevii* type strain (11 days), taking 14 days to finish fermentation. Hybrid strain VIN7 performance was more similar to the *S. cerevisiae* parental strain (21 days) and took 23 days. The differences in fermentation kinetics amongst these strains revealed how allelic differences can determine the behaviour of oenological traits of interest.

**Table 2.** Time needed for the yeast strains to finish fermentation in Tempranillo grape must at 12°C and 28°C.

		12°C	28°C
Yeast species	Yeast strains	Fermentation (days)	
*S. cerevisiae*	T73	21	6
*S. kudriavzevii*	IFO 1802	11	11
Sc x Sk	Lalvin W27	14	5
	VIN7	23	6

### Differential gene expression in *S. cerevisiae* x *S. kudriavzevii* hybrids at low temperature

To evaluate changes in the global expression of genes during acclimation to low temperature in the wine fermentation of natural must, sampling was done at the beginning of the exponential phase when cells are growing at a speed close to µ _max_, two generations after inoculation. 

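RNA of the *S. cerevisiae* x *S. kudriavzevii* hybrids VIN7 and W27 was compared between fermentations at 12°C and at 28°C on 6 dual-colour arrays, 3 per strain (replicates A, B and C). The array carries PCR-amplified ORFs of the S288c strain, so a spot reads the *S. cerevisiae* and the *S. kudriavzevii* allele of a gene together. The 12°C sample was labelled with Cy5 and the 28°C sample with Cy3 on all arrays except VIN7 C, where the dyes were swapped. The authors acquired the spots with GenePix, corrected the background, normalized each array and corrected print tip effects in Acuity, and deposited log2 ratios of 12°C against 28°C by systematic ORF name. The table holds 5616 ORFs. Of these, 4686 had a value on VIN7 A, 3800 on VIN7 B, 5565 on VIN7 C, 4834 on W27 A, 5172 on W27 B and 3981 on W27 C, and 2674 had a value on all 6 arrays. The median log2 ratio lay between -0.11 on W27 A and 0.083 on W27 C, so the arrays had been centred near 0, although the step that did so cannot be read from the values. No common scale had been set. The SD over genes was 0.79, 1.71 and 0.39 on VIN7 A, B and C and 1.49, 1.04 and 1.00 on W27 A, B and C. The Methods describe 2 independent fermentations per strain with 3 samples from each, whereas the labels speak of 3 biological replicates, so the number of fermentations behind the 3 arrays of a strain stays open. The 3 arrays of a strain were taken as replicates here, and their number limits the precision. The values were used as deposited. Each strain's log2 ratios were tested against 0 with limma for genes with values on at least 2 arrays, with Benjamini-Hochberg adjustment.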

RNA from the samples was hybridised against the S288c microarray to study transcriptomic changes. An average of 86% sequence similarity exists between species of *S. cerevisiae* and *S. kudriavzevii* ^4^, so we used heterologous hybridisation conditions for the microarrays. We observed that 95% of the total S288c gene spots were hybridised by *S. kudriavzevii* DNA ^4^. 

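Over genes, which are not independent replicates, the log2 ratios of VIN7 A correlated with those of VIN7 B (Pearson r = 0.363) and of VIN7 C (r = 0.369), whereas VIN7 B and VIN7 C were nearly unrelated (r = 0.055). The dye-swapped VIN7 C gave r = 0.168 with the mean of VIN7 A and B over 3359 genes. A rule set before the data were examined kept its direction as deposited for an r above -0.3, and asked for the VIN7 results with its sign turned as well for an r up to 0.3. In W27, arrays B and C correlated closely (r = 0.795), but W27 A ran against both (r = -0.137 with B and -0.186 with C). VIN7 A was closer to W27 B (r = 0.657) and W27 C (r = 0.611) than to either of the other VIN7 arrays. The same direction on all 3 arrays was found for 1364 of 3359 genes in VIN7 (40.6%) and for 1151 of 3613 genes in W27 (31.9%). Independent arrays would give 25%. W27 B and C were not independent (r = 0.795), so a W27 share above 25% does not show that all 3 arrays agree. Both shares take all arrays in the direction deposited. They were not computed with VIN7 C or W27 A turned, so how far they depend on those directions is not known. A median change of at least 2-fold was found for 291 genes higher and 209 genes lower at 12°C in VIN7, and for 505 higher and 527 lower in W27. The VIN7 counts were 413 and 428 without VIN7 A, 106 and 131 without VIN7 B, and 470 and 461 without VIN7 C.

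**Figure D1:**
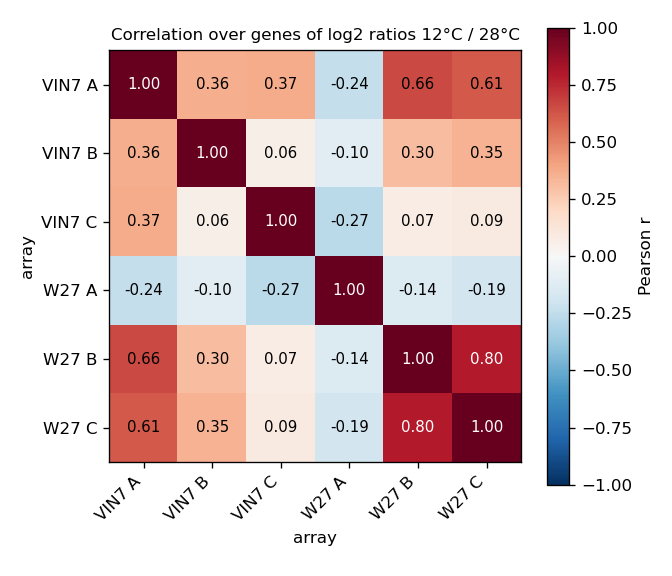
Pearson r over genes between the log2 ratios (12°C against 28°C) of each pair of the 6 arrays, with the value of each pair printed in its square. W27 A is negatively correlated with each of the other arrays, from -0.103 with VIN7 B to -0.273 with VIN7 C.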

Gene expression of each strain at both temperatures was analysed. 

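By limma, no gene passed a false discovery rate of 5% in either strain. In VIN7, 5100 genes were tested, the smallest adjusted p was 0.612, and 279 genes had an unadjusted p under 0.05. In W27, 4894 genes were tested, the smallest adjusted p was 0.661, and 356 genes had an unadjusted p under 0.05. A one-class SAM test (Significance Analysis of Microarrays), which compares each gene with the 8 sign flips of its 3 arrays, was run on genes with values on all 3 arrays at a false discovery rate under 5%. It called 11 genes higher and 0 lower at 12°C among 3359 genes in VIN7, and 5 higher and 0 lower among 3613 genes in W27. The W27 calls followed mainly the size of the mean, because the constant the test adds to each standard error was large there (2.38). All 11 and all 5 are in the authors' Supplementary Table 1 for that strain in the same direction. That list was drawn from these same arrays, so the overlap is not independent evidence. The W27 counts depended on array A. Without it, limma called 769 genes higher and 771 lower at 12°C of 3938 tested, and 17 of the 17 tested W27 genes of Supplementary Table 1 were among them. The same limit holds for this overlap. With arrays weighted by their estimated precision, 770 genes were called higher and 864 lower in W27, and 1 gene higher in VIN7. Without W27 C, 2 genes were called lower in W27. Between the strains, no gene had a different response by limma among 4670 tested (smallest adjusted p = 0.893, with 147 genes at an unadjusted p under 0.05), whereas 8 were called higher and 29 lower in W27 with array weights.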

Genes that were differentially expressed at 12°C and 28°C at a level that was considered significant were analysed further using the SAM (Significance Analysis of Microarrays) test with an FDR below 5% ( Supplementary Table 1).

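All 40 VIN7 genes of Supplementary Table 1 had a row, and all 40 had a mean log2 ratio in the listed direction, on every VIN7 array that measured them. Since the list was drawn from these arrays, this is not independent evidence. The 18 genes listed as up-regulated had means between 0.78 and 2.17 (median 1.04), and the 22 listed as down-regulated between -0.71 and -1.57 (median -1.15). Of the up-regulated genes, 14 had values on all 3 arrays and 4 on VIN7 C alone. Of the down-regulated genes, 5 had values on 3 arrays, 15 on 2 and 2 on 1, and 17 were missing on VIN7 B. The median reached 2-fold for 9 of the 18 and 16 of the 22 genes. No listed gene passed 5% by limma over all genes (adjusted p = 0.612 for each of the 14 up-regulated and 20 down-regulated genes tested, of which 14 and 16 had an unadjusted p under 0.05). Adjusted over the list alone, separately by direction, 14 of the 14 up-regulated and 0 of the 20 down-regulated genes passed, which is not independent evidence either. The largest mean increase in the list was that of *PDC1*, and the lowest means were those of *SUI1* (YNL244C), at -1.57 ± 0.93 (SD, n = 2), and *YJR011C*, at -1.56 ± 0.59 (SD, n = 3). When the sign of VIN7 C was turned, these were at -0.66 and -0.69. Of the 34 genes with at least 2 values, 32 kept the listed direction when it was turned, whereas the 6 with a value on VIN7 C alone change direction by construction. For the 34 this is a weak test. VIN7 C had the smallest SD over genes (0.39, against 0.79 on VIN7 A and 1.71 on VIN7 B), so its turned value seldom outweighs the others. Over all genes, with VIN7 C as deposited, changes in the same direction on all 3 arrays with a median of at least 2-fold were found for 136 genes higher and 66 lower at 12°C. The largest means among them were 3.69 ± 5.13 (SD, n = 3) for YAL001C and 2.42 ± 2.41 for YHL041W, and -3.26 ± 2.99 for YER126C and -3.21 ± 4.38 for YHR152W, whose names no table used here gives. VIN7 B had by far the most extreme of the 3 values of each of these genes, with 9.599 for the first and -8.21 for the last.

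**Figure D2:**
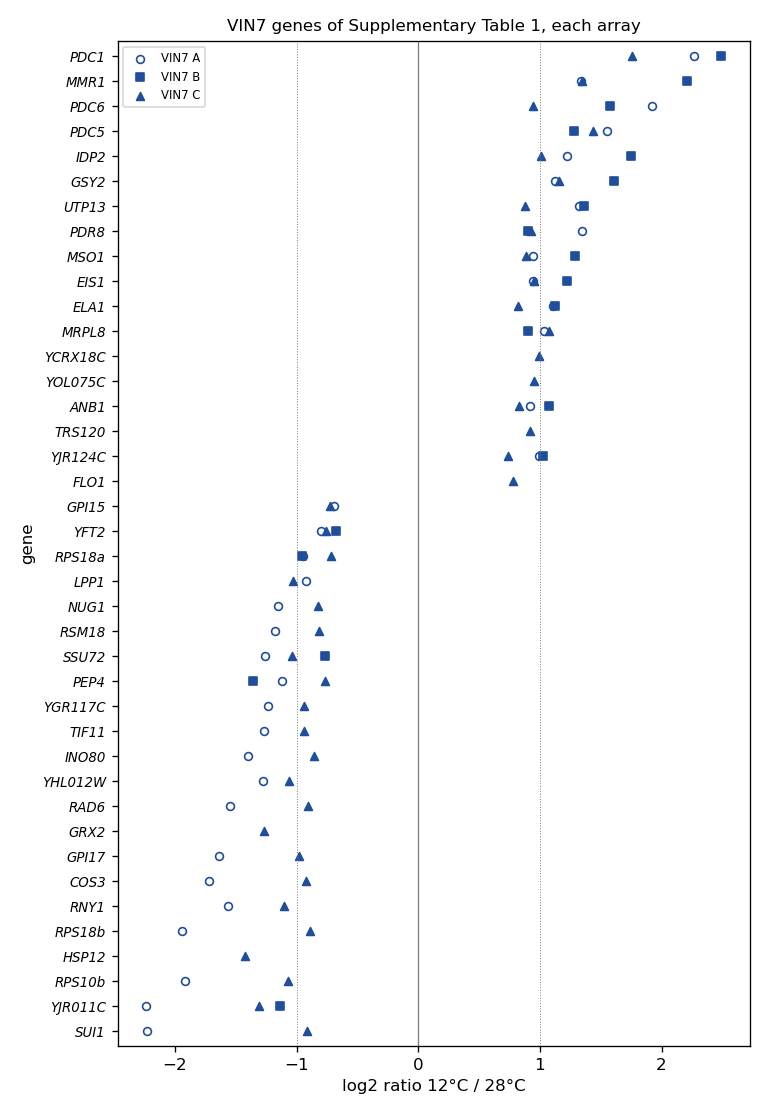
Log2 ratio at 12°C against 28°C (x axis) on VIN7 A, B and C for the 40 VIN7 genes of Supplementary Table 1 (y axis), in order of their mean, with dotted lines at a 2-fold change. A missing symbol is a missing value, and 17 of the 22 lower genes have none on VIN7 B.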

In *S. cerevisiae* x *S. kudriavzevii* hybrid strain VIN7 at low temperature, 18 genes were up-regulated, while 22 genes were down-regulated. For W27, 20 genes were up-regulated while 3 genes were down-regulated. 

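Supplementary Table 1 lists 23 genes for W27, and all 23 had a mean log2 ratio in the listed direction, on every W27 array that measured them. The 20 up-regulated genes had means between 2.15 and 3.23 (median 2.81). Of these, 13 had values on all 3 arrays, 2 on 2 and 5 on 1. The 5 genes that were higher on all 3 arrays with the largest means were *ENO1* (YGR254W, 3.23 ± 0.84, SD, n = 3), *TDH1* (YJL052W, 3.00 ± 0.72), *PGK1* (YCR012W, 2.91 ± 1.85), *TDH3* (YGR192C, 2.85 ± 0.63) and *ENO2* (YHR174W, 2.83 ± 0.41). *PGK1* was at 5.04 on W27 A against 1.87 on W27 B and 1.81 on W27 C, so that its mean without W27 A was 1.84, below the 2.58 of *PDC1*. The means of the 5 genes lay between -0.46 (*PGK1*) and 0.66 (*ENO2*) with the sign of W27 A turned, an alternative chosen after the data were seen. Spots of near-identical genes such as these pairs share labelled cDNA, so their values are not separate measurements. The 3 down-regulated genes, each with values on 3 arrays, were *RMD1* (YDL001W, -4.66 ± 4.13), *YER010C* (-2.85 ± 0.90) and *SPC3* (YLR066W, -2.65 ± 0.60). The mean of *RMD1* rests on W27 B at -9 and W27 C at -4.21, against -0.78 on W27 A. None of the 15 up-regulated and 3 down-regulated genes tested passed 5% by limma over all genes (adjusted p = 0.661 for each), although all 15 and all 3 had an unadjusted p under 0.05. The same 15 and 3 genes passed when adjusted over the list alone, which is not independent evidence because the list came from these arrays. They were also called over all genes with array weights. In VIN7, 15 of the 17 up-regulated genes with a value were higher at 12°C, with a median of 0.46. By array, 13 of 13 were higher on VIN7 A, 10 of 14 on VIN7 B and 11 of 17 on the dye-swapped VIN7 C. All W27 arrays carried the 12°C sample in Cy5, so a dye effect and a temperature effect on a gene are confounded in this strain.

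**Figure D3:**
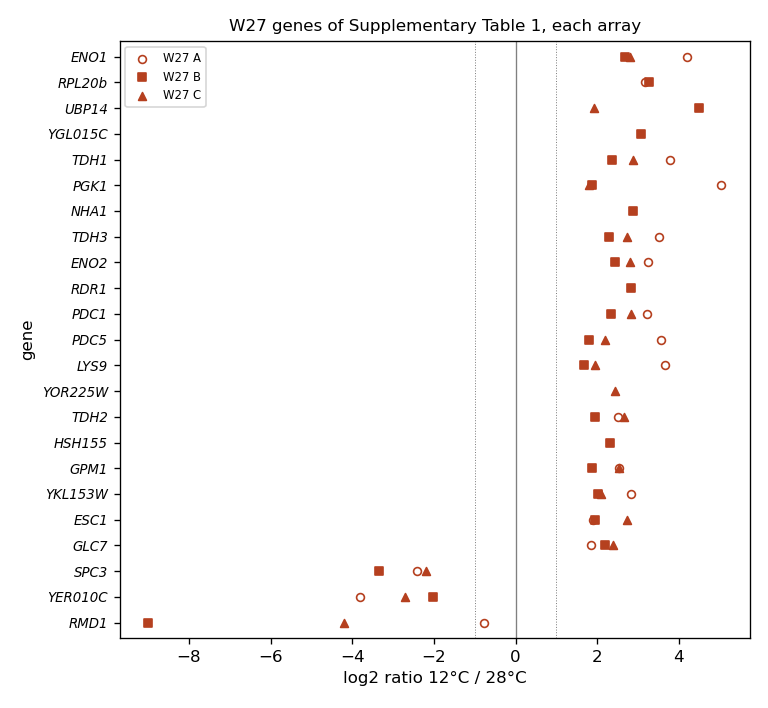
Log2 ratio at 12°C against 28°C (x axis) on W27 A, B and C for the 23 W27 genes of Supplementary Table 1 (y axis), in order of their mean, with dotted lines at a 2-fold change. Of the 20 higher genes, 5 have a value on only 1 array.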

GO analysis using the GO Term Finder on the *Saccharomyces* Genome Database was performed to evaluate the GO categories arising from the up- and down-regulated genes in both hybrid strains ( Supplementary Table 2). Analysing the up-regulated genes in both strains after applying the GO-module online tool ( http://www.lussiergroup.org/GO-Module) for false positives resulted mainly in GO terms related to “magnesium ion binding”, “thiamine pyrophosphate binding”, “branched-chain-2-oxoacid decarboxylase activity” and “pyruvate decarboxylase activity”. The last category appeared, because amongst the up-regulated genes we found the three pyruvate decarboxylases *PDC1, PDC5* and *PDC6*, together with *IDP2*. 

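In VIN7 the log2 ratio at 12°C was 2.17 ± 0.38 (SD, n = 3) for *PDC1* (YLR044C), 1.42 ± 0.14 for *PDC5* (YLR134W), 1.48 ± 0.49 for *PDC6* (YGR087C) and 1.33 ± 0.38 for *IDP2* (YLR174W), each above 0 on all 3 arrays and each with an adjusted p of 0.612 by limma. In W27 it was 2.79 ± 0.44 (SD, n = 3) for *PDC1*, 2.52 ± 0.93 for *PDC5* and 1.5 ± 0.48 for *PDC6*, again above 0 on all 3 arrays, with an adjusted p of 0.661 by limma for each. Supplementary Table 1 lists *PDC1* and *PDC5* for W27, but neither *PDC6* nor *IDP2*. *IDP2* was at -3.29 on W27 A, 0.76 on W27 B and 1.31 on W27 C, a mean of -0.41 ± 2.51 (SD, n = 3, adjusted p = 0.929 by limma). Without W27 A the W27 means were 2.58 for *PDC1* (adjusted p = 3.88e-04 by limma), 1.99 for *PDC5* (6.25e-04), 1.23 for *PDC6* (0.00511) and 1.03 for *IDP2* (0.0137). For each of the 4 genes this was the lowest adjusted p over the alternatives in W27, and the highest was 1. In VIN7 the adjusted p of *PDC1* ranged from 0.0453 to 0.999 over the alternatives. With the sign of VIN7 C turned, the VIN7 means were 1.00 for *PDC1*, 0.47 for *PDC5*, 0.85 for *PDC6* and 0.66 for *IDP2*. With the sign of W27 A turned, the W27 means were 0.65 for *PDC1*, 0.14 for *PDC5*, 0.14 for *PDC6* and 1.79 for *IDP2*. Between the strains, no pyruvate decarboxylase gene passed 5% by limma (adjusted p = 0.893 for *PDC1* and *PDC5* and 0.996 for *PDC6*). This does not show that they are equal. The same test recovered 0% of simulated log2 changes of 2 at the SDs of the real arrays. Those SDs are taken over all genes, so the 0% need not hold for these 3 genes, whose differences had standard errors of 0.52 to 0.60. For *PDC5* every W27 array lay above every VIN7 array, with a W27 minus VIN7 difference of 1.10 (standard error 0.60) with all arrays as deposited. W27 A was the highest, at 3.57. Without it the order held, with 1.80 on W27 B and 2.18 on W27 C against 1.55 on VIN7 A, the highest VIN7 value. With the sign of W27 A turned, the W27 mean of *PDC5* was 0.14, below the VIN7 mean of 1.42, so the direction of the difference depends on that sign. The 3 pyruvate decarboxylase genes are similar in sequence, so cDNA of one can bind the spots of the others. From these genes in the up-regulated lists, the paper derives the category of pyruvate decarboxylase activity.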

The electron transport category was also significantly up-regulated in W27, similar to what has been previously described in *S. cerevisiae* and *S. kudriavzevii* ^4^. Amongst other up-regulated GO-terms in W27 is also “amino acid metabolism” with a number of sub-categories, and in “heavy metal binding” in VIN7. These GO-terms were also previously observed in *S. kudriavzevii*. 

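Supplementary Table 2 places 6 genes in the terms found for the genes lower at 12°C in VIN7, which name ribosomal small subunit binding and the export and transport of rRNA. Their mean log2 ratios in VIN7 lay between -0.87 and -1.57 (median -1.26), and all were below 0 on every VIN7 array that measured them. With the sign of VIN7 C turned, the means of these genes were still below 0 but smaller in size, between -0.17 (*TIF11*) and -0.66 (*SUI1*). *RPS18a* (YDR450W) was measured on 3 arrays, at -0.87 ± 0.13 (SD, n = 3). The other 5 genes were missing on VIN7 B. *RPS18b* (YML026C) was at -1.42 ± 0.75 (SD, n = 2), *RPS10b* (YMR230W) at -1.49 ± 0.60, *TIF11* (YMR260C) at -1.10 ± 0.24 and *NUG1* (YER006W) at -0.99 ± 0.24. The adjusted p by limma was 0.612 for each. *RPS18a* and *RPS18b* are near-identical copies, so their spots are not separate measurements. No test of these terms was run, because term members cannot be matched to the ORF names of the array.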

For the hybrid strain VIN7 the genes down-regulated at 12°C were related to rRNA synthesis, while for W27 no GO term categories were found.

Overall, the most remarkable group of regulated genes (either up or down-regulated) in the hybrid strains fell into the translation machinery efficiency category, as previously shown for *S. kudriavzevii* compared to *S. cerevisiae* at 12°C ^4^. 

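The 6 genes behind the rRNA and ribosome terms of VIN7 behaved unevenly over the W27 arrays. On W27 A, 5 of the 6 were higher at 12°C (median log2 ratio 1.27), whereas none was higher on W27 B (median -1.47) or on W27 C (median -1.05). Their W27 means ranged from -1.75 for *SUI1* to 0.11 for *NUG1*, with SDs (n = 3) of 2.02 for *RPS18a* and 2.23 for *RPS18b*. No difference between W27 and VIN7 passed 5% for these 6 genes (limma adjusted p between 0.893 and 0.967, with 0 genes at an unadjusted p under 0.05, and 0 genes called with array weights). *RPL20b* (YOR312C), listed as up-regulated in W27, was at 3.17 on W27 A and 3.28 on W27 B, and had no value on the other arrays of either strain.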

When comparing the two strains that showed high fermentation performance at 12°C ( *S. kudriavzevii* IFO1802 and the hybrid W27) to the two strains with low fermentation performance at 12°C ( *S. cerevisiae* T73 and VIN7), the cold adapted strains overexpressed 13 genes, including *NUG1,* involved in rRNA export ^18^, and chaperones *DDR48* ^19^ and *SRP1* ^20^ that couple proteasomes to polypeptides emerging from the ribosome ( Supplementary Table 1).

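Of the 4 strains in this comparison, only the hybrids W27 and VIN7 were analysed here. All 13 genes had a higher mean log2 ratio (12°C against 28°C) in W27 than in VIN7, by 0.50 to 2.01 (median 1.37). The list was chosen with these arrays, so the tally is not independent evidence. Every W27 array lay above every VIN7 array for 12 of the 13 genes, but 4 genes had a value on 1 VIN7 array only and 1 gene had values on all 3. Chance gives such a gap in either direction for 10% of genes with 3 values in each strain, and more often with fewer values. Of the 9 genes that could be tested, none passed 5% by limma over all genes (adjusted p = 0.893 for each, with 2 genes at an unadjusted p under 0.05) and 0 passed when adjusted over the list alone (smallest value 0.155). The largest difference with all arrays as deposited was the 2.01 of *DDR48* (YMR173W), with 0.82 ± 0.92 (SD, n = 3) in W27 and -1.19 ± 0.91 (SD, n = 2) in VIN7. Its difference was 1.55 without W27 A, where that of *DIP5* was the largest (1.63), 1.47 with the sign of VIN7 C turned, and 0.85 with the sign of W27 A turned, where that of *ORC3*, with a value on W27 B and VIN7 C only, was the largest (1.35). For *NUG1* the difference was 1.10 (standard error 0.75), and 0.51 without W27 A, 0.28 with VIN7 C turned and 0.24 with W27 A turned. W27 A was above 0 for all 12 genes it measured (median 1.26), against 9 of 12 on W27 B (median 0.48) and 7 of 8 on W27 C (median 0.61). Without W27 A, the 12 genes that still had a W27 value were above VIN7, with a median difference of 1.12. With the sign of W27 A turned, which was chosen as an alternative after the data were seen, 10 of the 13 were above VIN7, with a median difference of 0.31. The opposite sign on all W27 and all VIN7 arrays, with at least 2 values in each strain, was seen for *DIP5* (YPL265W), *PRE5* (YMR314W), *SWR1* (YDR334W) and *YHR112C*. The paper names *NUG1*, *DDR48* and *SRP1* among the genes overexpressed by the cold adapted strains.

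**Figure D4:**
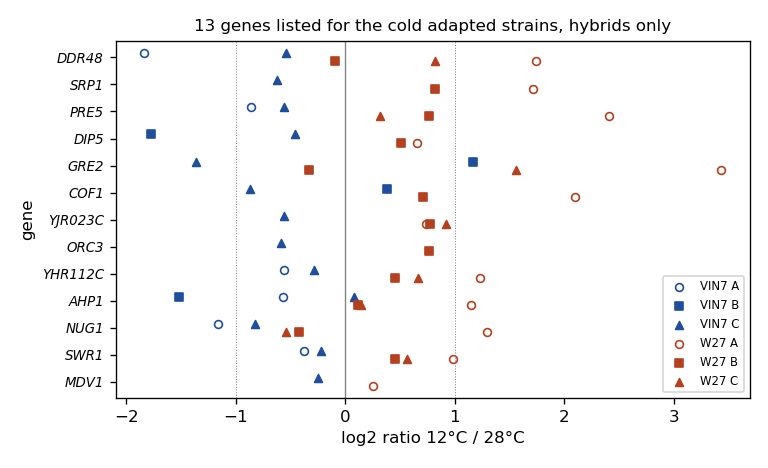
Log2 ratio at 12°C against 28°C (x axis) on each VIN7 and W27 array for the 13 genes listed for the cold adapted strains (y axis), in order of the difference between the strains, with dotted lines at a 2-fold change. For 4 genes only VIN7 C has a VIN7 value.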

### Relative contribution of *S. cerevisiae* and *S. kudriavzevii* alleles to the total expression of key genes in the hybrids

An open question regarding yeast hybrids is the relative contribution of the different parental alleles to the total expression of specific genes. 

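Within W27, *NUG1* (YER006W) was higher at 12°C on array A (log2 ratio 1.29) and lower on array B (-0.42) and array C (-0.54). Its mean was 0.11 (adjusted p = 0.973 by limma), and without W27 A it was -0.48. *PDC5* (YLR134W) was higher on all 3 W27 arrays, at 3.57, 1.80 and 2.18. *LSM8* (YJR022W) had a value on W27 B alone, at 1.55, and there is no replicate to set beside it. The *NSR1*, *GPD1* and *GUT2* rows were not used here, because no table used here pairs these names with ORF identifiers.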

To test the role of the different alleles ( *S. cerevisiae* or *S. kudriavzevii)* in the better adaptation to cold temperatures, we selected three differentially overexpressed genes in W27 in this work, *NUG1*, *PDC5* and *LSM8,* and also three *S. kudriavzevii* cold stress markers described in different studies, *NSR1*, *GPD1* and *GUT2* ^3, 4, 21^. We observed overexpression of the overlapping dubious ORF *YJR023C* for *LSM8* and assumed that this overexpression was effectively in *LSM8*. 

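The spot of *YJR023C* was measured on all 3 W27 arrays, at 0.74, 0.77 and 0.92, a mean log2 ratio of 0.81 ± 0.098 (SD, n = 3) at 12°C. Its adjusted p was 0.699 by limma, and 0.0258 without W27 A, within a range of 0.0258 to 1 over the alternatives. In VIN7 it had a value only on array C, at -0.56. The spot of *LSM8* itself was at 0.41 on VIN7 B and 0.44 on VIN7 C. In VIN7 the overlapping ORFs thus had opposite signs on array C. The spots are double-stranded PCR products, so the strand of the bound cDNA is not resolved.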

*NSR1*, *LSM8* and *NUG1* are related to translation machinery efficiency, whereas *GPD1* and *GUT2* are related to glycerol metabolism, involved in cold adaptation. *GPD1* and *GUT2* are also involved in NAD ^+^/NADH balance, with *PDC5*. In Table 3 we included the genomic configuration, obtained from previous work ^6, 11, 12^, for the selected genes in each of the two hybrid strains, showing that most genes have at least one copy of each parental allele with the exception of *S. kudriavzevii* allele losses for *NSR1* in VIN7 and for *GPD1* and *GUT2* in the W27 strain. The results do not suggest a general correlation between the relative contribution of *S. kudriavzevii* alleles to total gene expression of key genes and the cryotolerance shown by W27.

**Table 3.** Allele-specific gene expression of relevant genes in hybrid strains W27 and VIN7 in Tempranillo grape must fermentation. Sc: *S. cerevisiae*; Sk: *S. kudriavzevii*. Sc/Sk is the relative expression of Sc alleles divided by relative expression of Sk. nd: not determined; <dl: below detection limit. C: *S. cerevisiae* allele; K: *S. kudriavzevii* allele. All values were normalized relative to the W27 *LSM8 S. cerevisiae* allele. *: Data obtained from previous work ^6, 11, 12^.

Hybrid strain	Gene	Genomic Composition*	Relative expression of allele		Ratio (Sc/Sk)	Total gene transcription levels
			*S. cerevisiae*	*S. kudriavzevii*		
W27	*NUG1*	CKK	299.01±19.21	40.30±3.65	7.42	339.31±19.55
	*PDC5*	CK	380.20±53.86	41.19±4.48	9.23	421.39±54.04
	*LSM8*	CK	1.00±0.12	6.58±0.16	0.15	7.58±0.19
	*NSR1*	CK	1275.25±102.97	186.14±12.48	6.85	1461.39±103.73
	*GPD1*	CC	895.05±19.11	<dl	-	895.05±19.11
	*GUT2*	CC	nd	<dl	-	<dl
VIN7	*NUG1*	CCK	392.08±14.75	65.54±2.20	5.98	457.62±14.91
	*PDC5*	CCK	296.04±22.38	16.24±6.53	18.23	312.28±23.31
	*LSM8*	CCK	0.62±0.07	4.11±0.40	0.15	4.73±0.41
	*NSR1*	CCC	895.05±19.11	<dl	-	895.05±19.11
	*GPD1*	CCK	648.51±14.16	1850.50±57.72	0.35	2499.01±59.43
	*GUT2*	CCK	113.86±13.86	81.98±1.84	1.39	195.84±13.98

W27 has one copy of the *NSR1 S. cerevisiae* allele, whereas VIN7 has three copies, but the *S. cerevisiae* allele expression is higher in the W27 strain. Thus, despite the higher number of total *S. cerevisiae* allele copies in VIN7, relative gene expression of the *S. cerevisiae NSR1* allele is higher in W27, and also total relative expression is higher in W27. One explanation is that the *S. kudriavzevii* allele in W27 may promote expression of both alleles. *NUG1* is another example of gene that does not show correlation between the number of copies and the level of expression. This gene has two copies of the *S. kudriavzevii* allele in W27 and one in VIN7 but shows higher expression in VIN7 than in W27. No expression was found for *GUT2*, but *GPD1* expression was remarkably higher in the VIN7 strain mainly due to the high *S. kudriavzevii* allele contribution. There is also a negative correlation between the copy number of the *S. cerevisiae* allele for the PDC5 gene and gene expression. Despite the similar expression of the *S. cerevisiae* allele for the PDC5 gene between both strains, we observe that the Sc/Sk ratio is higher in VIN7 than W27, which suggests this gene may have impact on efficiency of cold vinifications. The Sc/Sk ratio is the relative expression of *S. cerevisiae* alleles divided by the relative expression of *S. kudriavzevii* alleles.

### Effect of the translation inhibitor paromomycin

The expression of genes related to translation efficiency in the hybrid strains prompted us to study this phenotype. The translation efficiency of the hybrid strains compared to the parental strains at low temperature was analysed by testing their sensitivity to paromomycin, a potent inhibitor of translation ^22^.

As it can be seen in Figure 1, the *S. cerevisiae* strain shows a growth inhibition halo at 12°C, whereas no inhibition halo can be seen in the *S. kudriavzevii* strain at 12°C, confirming that the translation efficiency is not compromised for this yeast at low temperatures. *S. kudriavzevii* showed growth defects at 28°C, whereas *S. cerevisiae* remained unaffected. The hybrid strains, on the other hand, clearly show growth defects at both temperatures. This means that 28°C is not an optimal growth temperature for either of these hybrids. An important difference between the hybrid strains is that W27 shows a narrower halo at 12°C compared to 28°C while for the VIN7 strain the situation is the opposite, supporting the idea of W27 being more similar to *S. kudriavzevii* strains in low temperature conditions.

**Figure 1.**
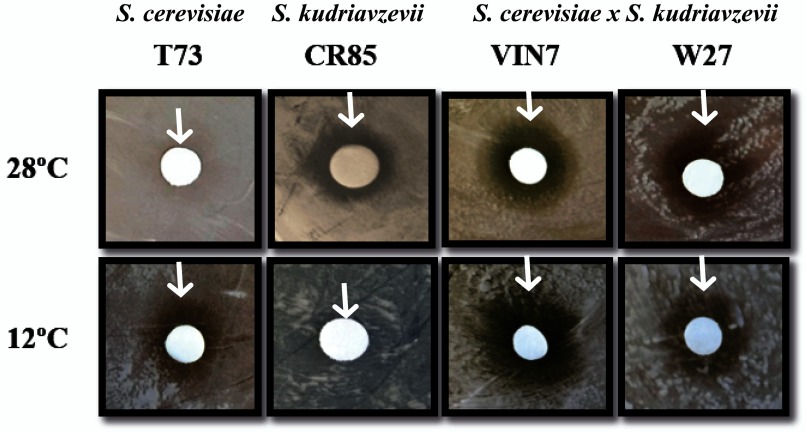
Evaluation of the translation efficiency of *S. cerevisiae*, *S. kudriavzevii* and *S. cerevisiae* x *S. kudriavzevii* hybrids. The inhibitory effect of the translation inhibitor paromomycin was evaluated by observing the halo diameter generated in the lawns of *S. cerevisiae* (T73), *S. kudriavzevii* (CR85) or *S. cerevisiae* x *S. kudriavzevii* hybrids (VIN7 and W27) growing in GPY plates at 28°C or 12°C. Representative experiments are shown, and the end of the inhibition halos are indicated with arrows.

##  Discussion

In a previous paper, we analysed the transcriptomic behaviour of *S. cerevisiae* and *S. kudriavzevii* strains under low temperature fermentation conditions. Transcriptomic data showed the differences in gene expression between both species and also highlighted that the translation efficiency under low stress temperatures was higher in *S. kudriavzevii* than in *S. cerevisiae* ^4^. In this work, we wanted to further investigate the transcriptomics of *S. cerevisiae* x *S. kudriavzevii* hybrids at low temperature and compare the translation efficiency to previous data on *S. cerevisiae*. The results show that hybrids maintain the winemaking abilities classically attributed to *S. cerevisiae*, with increased expression of fermentation related genes. This explains their advantage in the winemaking environment over other natural species like *S. kudriavzevii,* which cannot compete with *S. cerevisiae* even in low temperature conditions ^7^. 

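Among the W27 genes of Supplementary Table 1, 7 are glycolytic (*TDH1*, *TDH2*, *TDH3*, *ENO1*, *ENO2*, *GPM1* and *PGK1*). All 7 were higher at 12°C on each of the 3 W27 arrays, with means between 2.31 and 3.23. In VIN7 their means lay between -0.048 and 0.63 (median 0.45), with adjusted p between 0.612 and 0.953 by limma. The W27 mean exceeded the VIN7 mean for all 7, by 1.74 to 3.28 on the log2 scale. The 7 were taken from a list drawn from these W27 arrays, which favours W27 over VIN7, so this tally is not independent evidence. Glycolytic genes outside the list were not examined as a set. By limma none of these differences passed 5% over the 4670 genes tested (adjusted p = 0.893 for each), although all 7 had an unadjusted p under 0.05. With array weights, 5 of the 7 differences passed (smallest adjusted p = 0.0254), and without W27 A 0 passed, with 6 at an unadjusted p under 0.05. With the sign of W27 A turned, the W27 means lay between -0.46 and 0.69, 6 of the 7 exceeded the VIN7 mean, and 0 differences passed by limma, with 0 at an unadjusted p under 0.05. The largest difference was that of *ENO1*, followed by *TDH1* at 2.89, and for both every W27 array lay above every VIN7 array. A gap of that kind in either direction was found for 402 of 2674 genes (15.0%), where chance gives 10%.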

The hybrids also showed increased expression of genes related to cold adaptation, such as ribosome management genes ( *NUG1*, *SRP1*), and also displayed paromomycin resistance, which confirmed this adaptation. 

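*SRP1* (YNL189W) was higher at 12°C on the W27 arrays that measured it, at 1.72 on A and 0.82 on B, a mean log2 ratio of 1.27 ± 0.63 (SD, n = 2, adjusted p = 0.699 by limma). In VIN7 it had a value on array C only, at -0.62. *NUG1* was lower at 12°C on VIN7 A (-1.16) and VIN7 C (-0.82) and is in the down-regulated list of VIN7.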

Resistance to paromomycin is the result of enhanced translation efficiency due to an increased number of ribosomes available to a new round of mRNA translation. We cannot discard that differences in paromomycin resistance are due to mutations in genes unrelated to translation, as it has been described before ^23– 26^. However, this possibility is unlikely since enhanced resistance phenotype at low temperatures has been observed in two different *S. kudriavzevii* strains ^4^ and, to less extent, in the two *S. cerevisiae* x *S. kudriavzevii* hybrids. In addition, our previous work have related paromomycin resistance with translation efficiency in these *S. kudriavzevii* strains by performing ^35^S-Methionine incorporation assay, showing that enhanced translation efficiency can be an adaptation to grow at low temperatures and alow adapted cell to shorten lag phase and resume earlier growth when cold is present ^4^. In total, these results suggest that hybrids maintain both fermentative and cold adaptation abilities attributed to each parental species. This highlights their industrially relevant characteristics.

In our attempt to determine the relative contribution of *S. cerevisiae* and *S. kudriavzevii* alleles to the total expression of genes in the hybrids, our results showed that allele copy number did not correlate with allele gene expression in the hybrid strains. Although the genomic contribution of *S. kudriavzevii* provides improved fermentation at colder temperatures, the reason cannot be explained solely by the presence of these allele copy numbers. It must be taken into account that the *S. kudriavzevii* genomic contribution in these hybrids is smaller than the *S. cerevisiae* genomic contribution, and probably under the control of *S. cerevisiae* genomic regulators. The equilibrium acquired between the genomes of *S. cerevisiae* and *S. kudriavzevii* in stable hybrid strains is the result of a complex process aiming to improve environmental adaptation, and cannot be explained only by the sum of both genomes.

## Data availability

The data referenced by this article are under copyright with the following copyright statement: Copyright: © 2017 Tronchoni J et al.

Data associated with the article are available under the terms of the Creative Commons Zero "No rights reserved" data waiver (CC0 1.0 Public domain dedication). 

The microarray data discussed in this publication can be found in the Gene Expression Omnibus database (NCBI), with accession number GSE90793.

How the deposited data were processed for this re-analysis (not part of the article)

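Gene expression at 12°C was compared with that at 28°C in wine fermentations of the hybrids VIN7 and W27, on 3 dual-colour arrays per strain. The authors made the values with GenePix and Acuity: background correction, normalization of each array, removal of spots by flag and print tip correction. They deposited 1 log2 ratio per ORF and array, titled 12°C against 28°C, and missing values are left blank. The Methods describe the normalization only as setting the log2 ratio to a value of 1, so the exact centring is not known, and the scanner values were not used here. VIN7 C carried swapped dyes. Its direction was kept as deposited (r = 0.168 with the mean of VIN7 A and B). The VIN7 limma tests, counts of 2-fold changes and listed genes were also computed with its sign turned. The tallies of genes with the same direction on all 3 arrays were not. The genes of Supplementary Table 1 give a check of direction on all arrays, although the list came from the same arrays. Strain, replicate and dye were taken from the labels, and 0 columns were left unused.

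From these values, each strain's mean log2 ratio was tested against 0 with limma 3.58.1 in R 4.3.3 (linear model and empirical Bayes), and W27 minus VIN7 was tested over the 6 arrays. Genes needed values on at least 2 arrays of each strain concerned. The Benjamini-Hochberg false discovery rate threshold was 0.05. Printed adjusted p-values come from these limma models, and the SD of a gene is taken over its arrays. The study's cut-off was read as a median log2 ratio of 1 (2-fold), with a log2 ratio of 2 as an alternative. The one-class SAM test with 8 sign flips was written for this work. The constant it adds to each standard error (0.22 in VIN7 and 2.38 in W27) and its threshold need not equal those of other SAM software. In W27 the constant exceeded the SD of each of the 5 genes called (0.41 to 0.84). The W27 calls thus followed mainly the size of the mean. A two-sided exact sign-flip test of 3 arrays cannot give a p below 0.25, and a two-sided exact permutation test of 3 against 3 cannot go below 0.1, so neither was run per gene. The replicate letters were checked as a pairing (closing section).

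The models were tested on simulated data with the real missing values. With an SD of 0.3 on every array, limma recovered 100% of 200 genes changed by a log2 ratio of 2 in the W27 test of 4894 genes, with 10 false calls, and in the W27 minus VIN7 test of 4670 genes, with 9. With the SD of each real array, it recovered 31.0% in W27 and 0% between the strains. SAM recovered 100% of them among 3613 genes in W27 at the even SD, with 16 false calls, and 15.5% at the real SDs. The real SDs were taken over all genes, so they hold differences between genes as well as noise. The simulated noise was independent between arrays, without the opposed W27 A.

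The alternatives were median centring, centring with scaling of all arrays to a common spread, genes with complete values, 1 joint model, a dye term, array weights, a replicate block, SAM, stricter thresholds, the mean in place of the median (or the reverse), leaving out each array, and turning VIN7 C. Centring by chromosome and turning W27 A were added after the data were seen. The genes named are those the paper's text names, those of its Supplementary Table 1 for the strains and the comparison concerned, and the 5 largest changes in each direction per strain. Since none passed the threshold, the last were filled up from genes with the same direction on all 3 arrays and a median of at least 2-fold. The 5 largest differences between strains without overlap of the arrays were also eligible. Gene names came only from Supplementary Table 1, and where a gene has no name there, at most 2 identifiers per direction are printed. Of the genes named in the text, 10 could be matched; *NSR1*, *GPD1* and *GUT2* could not. The 12 gene sets planned before the data were examined were not tested, because their members are symbols and only symbols of genes the study had already called could be matched. The parental strains, qPCR, fermentation times and paromomycin assays were not analysed here.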

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

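The tests in this part were chosen after the results were seen, as was turning W27 A, apart from the strain comparison by limma, array weights and turning VIN7 C.

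4 genes of the cold adapted list moved in opposite directions in the strains: every W27 array with a value was above 0 and every VIN7 array with a value below 0, with at least 2 values in each strain. The W27 minus VIN7 difference in log2 ratio was 1.70 for *DIP5* (W27 mean 0.58, n = 2; VIN7 mean -1.12, n = 2), 1.88 for *PRE5* (1.17, n = 3; -0.71, n = 2), 0.97 for *SWR1* (0.67, n = 3; -0.30, n = 2) and 1.21 for *YHR112C* (0.78, n = 3; -0.42, n = 2). The pattern of signs itself was not tested. By limma the difference had an adjusted p of 0.893 for each of the 4 genes. The genes were listed by the study on these arrays, so a pattern of this kind is built into the choice. Of the 2674 genes on all 6 arrays, 32 (1.20%) were higher in W27 and lower in VIN7 on all arrays, where independent signs give 1.56%. The opposite pattern was found for 93 (3.48%), which makes 125 (4.67%) in both directions, where independent signs give 3.12%. The same direction on all 6 arrays was found for 190 (7.11%).

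A different response of the strains to cold stays open as a biological explanation, since the limma comparison neither shows nor excludes it for these genes. Other splits of the 6 arrays into 3 and 3 speak to chance only weakly: 5 of the 10 splits, the real one included, gave at least the 147 genes at an unadjusted p under 0.05 found between the strains, and with 10 splits chance cannot be excluded. The largest count, 421, came from VIN7 A, W27 B and W27 C against the others, which follows neither strain nor the labelled dye swap. Array W27 A, which runs against the other arrays, had the highest of the W27 values for each of the 4 genes. Turning the sign of an array that measured all 4 genes, as W27 A and VIN7 C did, removes the pattern by construction, so it tests nothing about the signs. The W27 means with W27 A turned were -0.074 for *DIP5*, -0.44 for *PRE5*, 0.013 for *SWR1* and -0.039 for *YHR112C*. The VIN7 means with VIN7 C turned were between -0.08 and -0.65. The model with array weights called 37 genes between the strains.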

How the results depend on the processing

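Centring by chromosome and turning W27 A were chosen after seeing the data; the other alternatives were set before the data were examined. No gene of VIN7 was called lower at 12°C by limma under any alternative, or by SAM, although 279 VIN7 genes in either direction had an unadjusted p under 0.05. With array weights, 1 VIN7 gene was called higher (*PDC1*, adjusted p = 0.0453, over a range of 0.0453 to 0.999), and SAM called 11. With array weights, 770 W27 genes were called higher and 864 lower, and SAM called 5 higher. Leaving out each W27 array gave 0 to 769 genes higher and 0 to 771 lower. The high ends are without W27 A, and 2 genes were called lower without W27 C. The weights were 0.137 for W27 A and 0.236 for VIN7 B, against 2.99 for VIN7 A, 1.64 for VIN7 C, 2.81 for W27 B and 2.24 for W27 C, and 1311 genes were called both by the weighted model and without W27 A. The weighted comparison of the strains called 37 genes (8 higher and 29 lower in W27), and its other alternatives 0. Simulations at the arrays' own SDs with 200 changed genes gave 68 calls in W27, 6 of them false, and 0 calls between the strains.

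The count of VIN7 genes at least 2-fold higher was 56 at a log2 ratio of 2 and 106 to 470 when each array was left out. The count of lower genes was 500 after centring and scaling, 75 for complete genes, 135 with VIN7 C turned, 17 at a log2 ratio of 2, 370 with the mean, and 131 to 461 when each array was left out (131 without B, 461 without C, 428 without A). Centring and scaling changed the split from 291 higher and 209 lower to 370 higher and 500 lower; the cause was not tested. In W27 the count of higher genes was 320 for complete genes and 56 at a log2 ratio of 2, and that of lower genes 70. Fewer genes are counted by construction for complete genes and at the higher cut-off.

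All 40 VIN7 genes and all 23 W27 genes of Supplementary Table 1 kept their direction under both centring alternatives and centring by chromosome. With VIN7 C turned, 32 VIN7 genes had the listed direction, all among the 34 with at least 2 values, since the other 6 have VIN7 C alone. This is a weak test, since VIN7 C had the smallest spread of the VIN7 arrays. With W27 A turned, 21 W27 genes had the listed direction: 16 of the 18 with at least 2 values, and 5 with a single value on another array, which the turning does not touch. Under the dye term all 33 VIN7 and all 16 W27 genes that could be fitted did. Leaving out each array gave 34 to 40 and 19 to 23, because 6 VIN7 genes had no value without VIN7 C, 4 W27 genes none without W27 B and 1 none without W27 C. All listed genes that still had a value kept the listed direction. This was fixed in advance, since each was in that direction on every array that measured it. For the cold adapted list, the median difference was 1.98 after centring and scaling, 0.75 with VIN7 C turned and 0.31 with W27 A turned, where 10 of the 13 genes stayed above; the cause was not tested beyond the change of sign itself. The replicate block could be fitted for 7 of the 13 genes, and all 7 were above 0. It left 0 genes called between the strains (91 at an unadjusted p under 0.05 of 4136 tested). Replicates of the same letter did not deviate together (r = -0.112 for A, 0.108 for B and -0.259 for C), so the letters do not pair the arrays.

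Single genes changed direction as follows. With W27 A turned, the W27 mean became 1.79 for *IDP2*, -0.75 for *NUG1*, -0.34 for *DDR48*, -0.45 for *SRP1* and -0.0057 for *ACT1*. *IDP2* in W27 was at 0.0022 after centring and scaling, 0.89 with array weights, and -1.26 to 1.03 when each array was left out, the latter without W27 A. *NUG1* in W27 was at -0.029 after centring and scaling, -0.43 with array weights, -0.036 after centring by chromosome and -0.48 to 0.44 when each array was left out, with -0.48 without W27 A. *LSM8* in VIN7 was at -0.011 with VIN7 C turned. The causes were not tested. Of the other values of single genes under the alternatives, 169 kept their direction and their side of the threshold and 11 kept their direction and passed it, 10 of them in W27 with array weights or without W27 A. The planned gene set tests were not run, since the sets could not be matched. Signal over background was not analysed here.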

Differences from the paper's values

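The paper reports 18 genes up-regulated and 22 down-regulated in VIN7, and 20 up-regulated and 3 down-regulated in W27; limma called 0 in each case. Unadjusted, 279 VIN7 and 356 W27 genes had a p under 0.05. SAM, the paper's test as rewritten here, called 11 and 0 in VIN7 and 5 and 0 in W27. Of the alternatives set before the data were examined, none brought any of the counts of up-regulated genes, or that of down-regulated VIN7 genes, within 1.5 times the paper's. For the down-regulated genes of W27, leaving out W27 C gave 2, within 1.5 times the paper's 3, and the others did not. Only 1 of the paper's 3 genes was called there (*RMD1*), so the counts are close but the genes differ. *PDC1* in VIN7 was called by SAM and with array weights. The other VIN7 genes SAM called were *MRPL8*, *ANB1*, *PDC5*, *IDP2*, *MMR1*, *UTP13*, *GSY2*, *EIS1*, *ELA1* and *MSO1*. In W27, SAM called *TDH3*, *ENO1*, *ENO2*, *TDH1* and *PDC1*. With array weights, limma called all 18 listed W27 genes with a fit, and without W27 A all 17 with a fit. The list came from these arrays, so this is not independent evidence. Without W27 C limma called *RMD1*, which was at -0.78 on W27 A and -9 on W27 B.

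The Methods ask for at least 2 replicates per gene. Of the listed genes, 4 up-regulated and 2 down-regulated VIN7 genes and 5 up-regulated W27 genes had 1 value in the deposited table. The Methods also ask for a 2-fold change. The median of the deposited log2 ratios reached it for 9 of the 18 up-regulated and 16 of the 22 down-regulated VIN7 genes, and for all W27 genes of the list.

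The paper names *NUG1* as overexpressed in W27, in its comparison of strains, and as a gene with increased expression in the hybrids. It also lists *NUG1* as down-regulated in VIN7. The W27 minus VIN7 difference (1.10) has the direction of the strain comparison. Within the strains, which is another measure, the log2 ratio of *NUG1* was above 0 on W27 A (1.29). It was below 0 on W27 B (-0.42), W27 C (-0.54), VIN7 A (-1.16) and VIN7 C (-0.82). The paper gives *SRP1* as raised in the hybrids, and its only VIN7 value was -0.62. All 13 genes of the cold adapted list had a W27 mean above the VIN7 mean.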

Other observations

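The tests of explanations in this part were chosen after the results were seen, as were turning W27 A and centring by chromosome; leaving out W27 A was set before.

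W27 A runs against the other arrays. Its Pearson r over genes was -0.137 with W27 B and -0.186 with W27 C, although these correlated at 0.795. To choose genes without the W27 arrays, 584 genes were taken that changed at least 2-fold on VIN7 A and in the same direction on VIN7 C. This choice was made after other limits and other conditions on VIN7 C had been looked at. On W27 A 29.0% of them went the same way (144 of 497), against 94.5% on W27 B (537 of 568) and 89.1% on W27 C (419 of 470). A turned sign of W27 A is a candidate explanation for these genes. It is argued against for the pyruvate decarboxylase genes *PDC1*, *PDC5* and *PDC6*, which were high on W27 A (median 3.21) as on all other arrays, though their sequences are similar and they count as little more than 1 observation. A VIN7 hybridisation in its place, with the sign as deposited, would have to go with the VIN7 arrays. These correlated with each other at 0.363 (A and B), 0.369 (A and C) and 0.055 (B and C). The r of W27 A was -0.239 with VIN7 A, -0.103 with VIN7 B and -0.273 with VIN7 C, which argues against this explanation of the pattern. The r was below 0 with the arrays of its own strain too, so these values do not tell which strain W27 A holds. A difference in the cells of that fermentation and a fault of the hybridisation stay open, and neither was tested. With its sign turned, 907 genes in W27 had an unadjusted p under 0.05 in place of 356, and 0 passed a false discovery rate of 5% either way.

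Of the 1540 genes called in W27 without array A, 1302 of 1456 (89.4%) went the same way on VIN7 A, 853 of 1537 (55.5%) on VIN7 C and 479 of 1381 (34.7%) on W27 A. VIN7 A, W27 B and W27 C carried 12°C in Cy5 and VIN7 C carried it in Cy3, so the share on VIN7 C bears on what these calls owe to temperature and what to dye. The model with a dye term, whose estimate rests on VIN7 C as the only array with swapped dyes, called 0 of 4668 genes in W27 by limma, with 43 at an unadjusted p under 0.05. It was not run without W27 A.

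The pooled genes of chromosomes I to III were shifted on most arrays. Their median log2 ratio minus that of chromosomes V to XVI was -0.42 on VIN7 A, -0.67 on VIN7 B, -0.83 on W27 B and -0.54 on W27 C, all with 12°C in Cy5, and 0.29 on the dye-swapped VIN7 C. On W27 A, also with 12°C in Cy5, it was 0.093. The 3 chromosomes did not move alike on every array. Chromosome I was at 0.126 on VIN7 B, where II was at -0.73 and III at -0.28, and on W27 A the medians were -0.48, 0.22 and -0.14. Low medians were not confined to these chromosomes. Chromosome XVI, part of the set compared with, was at -0.36 on VIN7 B and -0.23 on W27 B. It was at -0.037 on VIN7 A, -0.057 on VIN7 C, -0.074 on W27 A and -0.0125 on W27 C. The left arm of chromosome IV was shifted too, with medians of -0.48 on VIN7 A, -0.70 on VIN7 B, -0.73 on W27 B, -0.36 on W27 C and -0.175 on W27 A, and 0.14 on VIN7 C. The part of the right arm up to YDR200 was at -0.36, -0.28, -0.52, -0.36, -0.31 and 0.03 on the same arrays, and the part beyond it at -0.044, -0.032, -0.056, -0.0225, -0.12 and -0.072. Against 10000 circular shifts of the gene order, the permutation p was 0.0807, 0.0932, 0.0423 and 0.0775 for VIN7 A, VIN7 B, W27 B and W27 C, 0.0012 for VIN7 C and 0.417 for W27 A. A bias of dye or print layout may give the change of sign on VIN7 C, but on W27 A the pooled shift of chromosomes I to III that it needs was absent, although chromosome I and the right arm of IV up to YDR200 were lower there. With 1 swapped array, it cannot be told apart from a difference between arrays. A response of these genes to temperature stays open too, although it would need both VIN7 C and W27 A to be exceptions. Centring by chromosome, added after this was seen, left 0 genes past a false discovery rate of 5% by limma in either strain, with 311 genes in VIN7 and 329 in W27 at an unadjusted p under 0.05.

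After centring by chromosome, genes at an even distance in the order of ORF names (up to 8) were more alike than genes at an odd distance. The mean correlation over the 6 arrays was 0.062 at even and 0.015 at odd distances, a difference of 0.047. It was largest on W27 C (0.113 and 0.011) and almost absent on VIN7 A (0.06 and 0.059). The order of spotting is a candidate explanation, since a correlation that depends on even or odd distance is what rows or plates printed in alternation would leave. Gene order on the chromosome was not tested as an alternative, and no biological explanation was tested.

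*ACT1* (YFL039C), which the paper used as a reference gene in qPCR, was higher at 12°C on all 3 W27 arrays, at 3.11, 1.56 and 1.54, a mean log2 ratio of 2.07 ± 0.90 (SD, n = 3). The adjusted p by limma was 0.661, and 0.00166 without W27 A, within a range of 0.00166 to 1 over the alternatives. In VIN7 it was at 1.81 on array A and -0.31 on array C. With each array centred on its median the W27 mean was 2.10. Since this moved the mean by only 0.027, it does not test the centring of the arrays, which stays open. With the sign of W27 A turned the mean was -0.0057. A dye effect on the spot stays open in W27, where no array was swapped, as does a response to temperature. These values concern the arrays, and the qPCR was not analysed here.

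Missing values on VIN7 B were not spread evenly. The 1323 genes with a value on VIN7 A and none on VIN7 B had a median log2 ratio of -0.41 on VIN7 A, against 0.13 for the 3363 genes with both. Of the 22 genes listed as down-regulated in VIN7, 17 were among the genes without a value on VIN7 B.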
